A study of Arabidopsis thaliana with 32 samples.

How the data were processed

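The series profiled leaves of 3-week-old Arabidopsis thaliana plants of the Col-0 accession. The 4 genotype labels were wild type, the atxr5/6 double mutant, the gcn5 mutant, and the atxr5/6 gcn5 combination. ATXR5 and ATXR6 are histone methyltransferases that monomethylate lysine 27 of the histone variant H3.1, and GCN5 is a histone acetyltransferase. The labels list 32 samples, of which 8 are RNA-seq libraries, with 2 libraries per genotype, and 24 are chromatin immunoprecipitation samples for histone H3 and the acetylation marks H3K27ac and H3K36ac. The chromatin samples were not analysed here. Groups and replicate numbers were taken from the sample titles, except that the mark of 1 chromatin sample was taken from its listed antibody.

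Per the labels' protocols, total RNA was extracted with a column kit and made into stranded libraries after depletion of plant ribosomal RNA. The deposited values are raw read counts, one table per gene and one table per annotated transposable element (TE), with a column for each of the 8 libraries. The unit was read from the values, which are whole numbers with a different total in each library. The labels and file headers state neither the aligner and counting tool nor the genome build, the annotation, the use of strand or the treatment of reads that map to several places. Reads of near-identical TE copies, of gene families and of overlapping or antisense features can therefore be split or shared in ways these tables do not show, and no coordinates are given. Gene names came from an NCBI RefSeq gene table for the assembly TAIR10.1, which listed 33056 of the 33341 gene identifiers (99.1%). Organelle genes and TEs are given by identifier only. No column of either table was left unassigned.

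Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, glmQLFit and glmQLFTest) on the counts as deposited. All 8 libraries entered a single fit with genotype as the only term and 4 residual degrees of freedom. Comparisons were each mutant against wild type, atxr5/6 gcn5 against each of its parents, and the interaction, which is the change from atxr5/6 to atxr5/6 gcn5 minus the change from wild type to gcn5. Features with low counts were removed with filterByExpr at its default minimum count of 10, which left 19575 genes and 1540 TEs. Another 6636 genes and 18539 TEs had no count in any library. Effective library sizes came from TMM factors of the gene table, and the same sizes were used for the TE table, since TEs are themselves the outcome. P-values were adjusted by Benjamini-Hochberg across the genes or the TEs tested, and a feature was called at an adjusted p under 0.05. Standard errors (SE) were taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values were computed with edgeR's cpm function on effective library sizes. A group with 3 counts or fewer in each library was treated as at the floor, and a fold against it was computed against 3 counts as a lower bound.

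A list of 20 genes described as induced by DNA breaks was written before the data were examined, as were the tests, most of the alternatives and the naming rule. It was tested with fry from limma 3.58.1, with camera as an alternative. A list of 15 cell division genes and a list of 20 genes of the salicylic acid response were written later, each before its own result was seen, and are used only in the closing section. The naming rule took the 3 higher and the 3 lower features with the smallest p among those called whose CPM did not overlap between the groups. It also took the targeted genes and up to 6 of the called DNA damage response genes with the smallest p.

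The test procedure was checked on simulated counts in which 200 features were changed by known folds. With each gene's own dispersion, 79.3% of the changed genes tested were recovered and 12.3% of the calls were false, over 19274 genes. With dispersions on the fitted trend the shares were 84.5% and 3.98%, over 19294 genes. For TEs the shares were 70.1% and 7.19% with own dispersions over 1334 TEs, and 69.9% and 3.03% on the trend over 1350 TEs. Comparisons with shared libraries were set beside 20 simulated data sets. In one set of simulations no group differed. In another, atxr5/6 gcn5 was set equal to atxr5/6, and in the last gcn5 changed each TE above the floor in wild type by the same factor with and without atxr5/6. A further 10 data sets for each of 2 choices of effect size gave atxr5/6 and gcn5 independent effects of the estimated size. Replicates of a genotype differed by more than counting noise, with a chi-square per degree of freedom from 22.8 to 89.9 over genes, so no library was counted as a repeat of another.

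Alternatives were other size factors, library totals alone, no low-count filter, a mean of at least 20 counts, DESeq2 1.42.0, fits with the compared genotypes alone, a replicate block, removal of organelle genes, TE-based scalings, an added threshold of 1 on the absolute log2 fold change, and leaving out each library in turn. The log2 share of counts on nuclear rDNA features was added as a covariate after the data were seen. This share sums 8 features, which are the 4 nuclear rRNA genes of the gene table and 4 further transcripts beside them. Shares of single libraries carry 95% Wilson intervals, which cover counting error only because reads carry no molecular identifiers.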

Results

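Transcript counts were compared between 8 RNA-seq libraries of Arabidopsis leaves, 2 for each of the labels Col-0 wild type, atxr5/6, gcn5 and atxr5/6 gcn5. The gene table summed to 43969417 and 26607806 counts in wild-type replicates 1 and 2. It summed to 43852374 and 28802057 counts in atxr5/6, to 29981794 and 24860332 counts in gcn5, and to 33721255 and 26574807 counts in atxr5/6 gcn5. The TE table was far smaller, with 75865 to 171823 counts per library. Plastid genes held 56.3% ± 1.45 (SD, n = 2) of gene counts in wild type, 54.6% ± 1.13 in atxr5/6, 46.2% ± 0.399 in gcn5 and 44.8% ± 2.28 in atxr5/6 gcn5. A single plastid gene, ATCG00020, held 34.7% ± 0.804 of counts in wild type and 13.4% ± 1.92 in gcn5. Nuclear rDNA features held 0.458% ± 0.242 of gene counts in wild type, 1.60% ± 1.04 in atxr5/6, 17.1% ± 5.76 in gcn5 and 16.9% ± 3.08 in atxr5/6 gcn5. The rDNA share thus separated the libraries in the same way as the gcn5 label. The labels give no library batch, and a batch that follows this share would hold either only libraries with gcn5 or only libraries without it, so such a batch and the gcn5 label cannot be told apart. The common biological coefficient of variation was 0.123 for genes and 0.156 for TEs.

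The targeted genes were examined first. ATXR5 (AT5G09790) was counted at 3.26 and 3.21 CPM in wild type, 0.777 and 0.850 CPM in atxr5/6, 1.95 and 2.07 CPM in gcn5, and 0.229 and 0.171 CPM in atxr5/6 gcn5. Its log2 fold change against wild type was -1.99 (SE 0.19, adjusted p 0.00141, edgeR) in atxr5/6 and -3.99 (SE 0.25, adjusted p 6.66e-05) in atxr5/6 gcn5. ATXR5 was also lower in the libraries labelled gcn5, by a log2 fold change of -0.69 (SE 0.18, adjusted p 0.0200). That call was lost with library totals alone, with DESeq2 and with the rDNA share as covariate. ATXR6 (AT5G24330) rested on 6 to 22 counts per library. It was at 0.457 and 0.464 CPM in wild type, 0.216 and 0.196 CPM in atxr5/6, 0.893 and 0.753 CPM in gcn5, and 0.589 and 0.377 CPM in atxr5/6 gcn5. Its difference between atxr5/6 and wild type did not pass the threshold (log2 fold change -1.13, SE 0.37, adjusted p 0.0844), and in atxr5/6 gcn5 it was not lower than in wild type (log2 fold change 0.08, SE 0.34, adjusted p 0.874). ATXR6 was called higher in atxr5/6 gcn5 than in atxr5/6 (log2 fold change 1.21, SE 0.38, adjusted p 0.0381, edgeR). This was no longer called with library totals alone, no low-count filter, DESeq2, only the 2 genotypes compared or the rDNA share as covariate. ATXR5 was called lower in atxr5/6 gcn5 than in atxr5/6 (log2 fold change -1.99, SE 0.29, adjusted p 0.00184). GCN5, listed as HAG1 (AT3G54610), was at 4.79 ± 0.762 CPM in wild type, 5.13 ± 0.600 CPM in atxr5/6, 5.11 ± 0.355 CPM in gcn5 and 5.47 ± 0.907 CPM in atxr5/6 gcn5 (SD, n = 2). Its log2 fold change in gcn5 against wild type was 0.08 (SE 0.18, adjusted p 0.752), within the spread between replicates. Counts on GCN5 therefore did not separate the libraries labelled gcn5 from the others, and those of ATXR6 did not set atxr5/6 gcn5 apart from wild type. In what follows gcn5 and atxr5/6 gcn5 stand for the libraries labelled so.

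The first comparison asked how transcription changes without the H3.1K27 monomethyltransferases. Between atxr5/6 and wild type, 2578 of 19575 genes were called, 1072 higher and 1506 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The alternative that moved this count most was the rDNA share as covariate, which left 588 calls, 179 higher and 409 lower. Without organelle genes 1310 were higher and 1273 lower, and with RLE size factors 1211 and 1303. Library totals only gave 832 higher and 1147 lower. The size of the excess of lower genes thus depends on the scaling. The increases with the smallest p under the naming rule were KCS17 (AT4G34510), AT5G60250 and AT4G22960. KCS17 rose from 0.197 ± 0.0599 to 14.2 ± 0.421 CPM (SD, n = 2, log2 fold change 6.07, SE 0.19, adjusted p 1.25e-05). AT5G60250 rose from 1.18 ± 0.0747 to 28.4 ± 1.42 CPM, and AT4G22960 from 0.188 ± 0.103 to 16.2 ± 0.449 CPM. Among the decreases, AT3G22235 went from 95.6 ± 8.03 to 19.1 ± 0.361 CPM (log2 fold change -2.32, SE 0.12, adjusted p 6.55e-05). PCC1 (AT3G22231) went from 83.3 ± 14.3 to 14.0 ± 1.31 CPM, and WES1 (AT4G27260) from 23.5 ± 2.51 to 6.54 ± 0.364 CPM. AT3G22235 and PCC1 carry adjacent locus numbers, and the tables do not show whether they share reads.

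**Figure D1:**
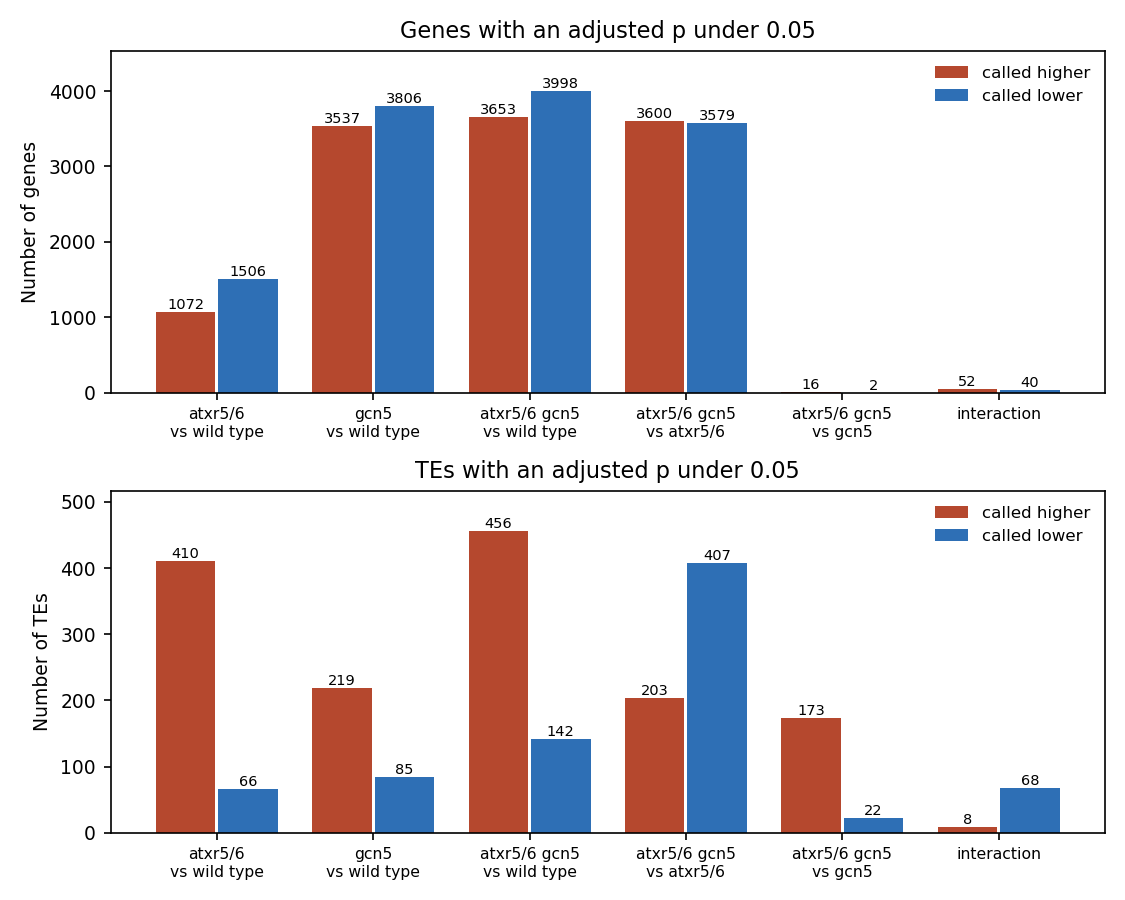
Bars give the number of genes (top) and TEs (bottom) called higher or lower in each comparison at an adjusted p under 0.05, from 19575 genes and 1540 TEs tested. Comparisons in which the gcn5 label differed gave 7179 to 7651 called genes. Where it did not differ, 2578 genes were called in atxr5/6 against wild type and 18 in atxr5/6 gcn5 against gcn5.

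Libraries labelled gcn5 differed from wild type in 7343 genes, 3537 higher and 3806 lower. With the rDNA share as covariate no gene was called, while 2027 had an unadjusted p under 0.05. That covariate separates the same libraries as the label. AT1G11070 rose from 1.09 ± 0.0969 to 12.8 ± 0.38 CPM (log2 fold change 3.57, SE 0.14, adjusted p 1.99e-05), LETM1 (AT3G59820) from 5.96 ± 0.0951 to 24.6 ± 1.5 CPM, and AT4G13577 from 0.984 ± 0.193 to 10.2 ± 1.45 CPM. AT3G55240 fell from 37.1 ± 5.17 to 3.46 ± 0.157 CPM (log2 fold change -3.42, SE 0.14, adjusted p 1.99e-05). AT2G15960 fell from 71.5 ± 3.37 to 12.3 ± 0.614 CPM and AT1G78820 from 29.9 ± 0.922 to 4.41 ± 0.539 CPM. None of these 6 calls was kept with the rDNA covariate.

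Calls of atxr5/6 and gcn5 against the same wild-type libraries overlapped in 1337 genes, of which 1082 (80.9%) changed in the same direction. In 10 simulated data sets for each of 2 choices of effect size, the effects of the comparisons were placed on genes independently of each other. There 569 to 1636 genes were called in both, so the number alone says little, and 49.8% to 58.1% of them shared their direction. At an unadjusted p under 0.05 in both comparisons, 77.4% of 3176 genes shared their sign, against 54.3% to 59.0% with independent effects and a mean of 98.2% among the 205 genes per simulation in libraries without any difference. The correlation of log2 fold changes across genes, which are not independent replicates, was 0.323. This lay above the 0.029 to 0.076 found with independent effects and below the 0.461 to 0.498 found in 20 simulations without any difference, in which the shared control alone produced the correlation. Among TEs, 87 were called in both comparisons and 83.9% of them shared their direction. With independent effects this share was 65.6% to 77.0% when all estimated effects were placed, and 64.5% to 86.0% when only those of called TEs were. At an unadjusted p under 0.05, 83.5% of 182 TEs shared their sign, against 63.5% to 77.6% over both choices, and the correlation was 0.230 against 0.018 to 0.153.

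The atxr5/6 gcn5 libraries were set against each parent. Against wild type 7651 genes were called, 3653 higher and 3998 lower. Against atxr5/6 7179 genes were called, 3600 higher and 3579 lower. Against gcn5 only 18 of 19575 genes were called, 16 higher and 2 lower, and 1135 genes had an unadjusted p under 0.05. From atxr5/6 to atxr5/6 gcn5, AT5G03350 rose from 7.65 ± 0.457 to 80.5 ± 7.52 CPM (log2 fold change 3.39, SE 0.13, adjusted p 1.17e-05), WRKY54 (AT2G40750) from 2.98 ± 0.126 to 30.7 ± 1.89 CPM, and AT3G22235 from 19.1 ± 0.361 to 120 ± 15.6 CPM. AT1G68600 fell from 23.8 ± 0.308 to 1.37 ± 0.0455 CPM (log2 fold change -4.11, SE 0.16, adjusted p 1.17e-05), AT5G44530 from 35.2 ± 0.0663 to 4.25 ± 0.0461 CPM, and AT1G78820 from 32.2 ± 0.699 to 3.34 ± 0.221 CPM. The interaction was called for 92 genes, 52 higher and 40 lower, with 3506 at an unadjusted p under 0.05. This count ranged from 5 with the rDNA covariate to 989 with no filter on low counts, and the 18 genes called against gcn5 became 0 with only the 2 genotypes compared and 131 with library totals only. All 52 higher genes had been called lower in atxr5/6 against wild type, and all 40 lower genes had been called higher there, although both tests use the wild-type and atxr5/6 libraries.

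A list of 20 DNA damage response genes, fixed before the data were examined, addressed the genome stability named in the series title. AT1G07500 had no counts, and 19 genes were tested. In atxr5/6 against wild type all 19 were higher, with a median log2 fold change of 2.53 and a range from 0.62 to 6.26. Of these 18 were called over all genes tested and 19 adjusted over the list alone. The list differed by fry, a rotation test over the gene set, with p 1.71e-06 (adjusted p 1.02e-05 over 6 comparisons). PARP2 (AT4G02390) rose from 2.07 ± 0.189 to 62.3 ± 2.70 CPM (log2 fold change 4.92, SE 0.18, adjusted p 1.25e-05). XRI1 (AT5G48720) rose from 4.86 ± 0.389 to 48.5 ± 0.0267 CPM and TSO2 (AT3G27060) from 16.2 ± 2.74 to 158 ± 5.0 CPM. AT3G27630 rose from 0.25 ± 0.138 to 12.8 ± 0.872 CPM, and TK1a (AT3G07800) from 5.96 ± 0.831 to 34.7 ± 0.837 CPM. In atxr5/6 gcn5 the same genes were at 15.1 ± 0.0209 CPM for PARP2, 17.8 ± 2.67 CPM for XRI1, 52.6 ± 11.3 CPM for TSO2, 2.86 ± 0.166 CPM for AT3G27630, 17.7 ± 1.32 CPM for TK1a and 5.59 ± 0.146 CPM for AT4G22960.

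The list median was 0.66 in gcn5 against wild type (17 of 19 genes higher, 12 called higher and 1 called lower, fry adjusted p 0.000431) and 1.60 in atxr5/6 gcn5 against wild type (19 of 19 higher, 17 called, fry adjusted p 2.13e-05). From atxr5/6 to atxr5/6 gcn5 it was -0.97, with 15 genes called lower and 1 called higher over all genes tested and the same numbers adjusted over the list alone (fry adjusted p 7.58e-05). From gcn5 to atxr5/6 gcn5 it was 1.01, with 5 genes called higher over all genes tested and 17 adjusted over the list alone (fry adjusted p 9.82e-05). The interaction median was -1.42, below 0 for each of the 19 genes, with 8 called over all genes tested and 17 adjusted over the list alone (fry adjusted p 5.06e-05). Every one of these 6 set tests also passed under camera, with its preset correlation and with an estimated one. The alternative that moved a list median most was the rDNA covariate, under which the median in atxr5/6 gcn5 against wild type was 2.18.

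**Figure D2:**
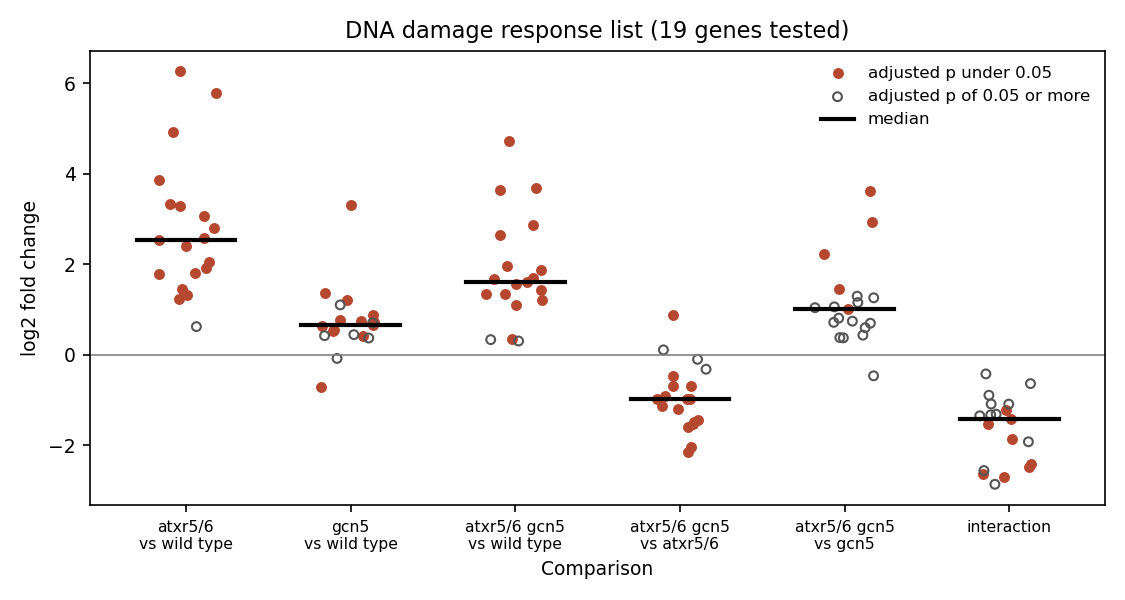
Each point is the log2 fold change of one of the 19 tested DNA damage response genes in one comparison, filled where the adjusted p over all genes was under 0.05, and black lines are medians. The medians were 2.53 in atxr5/6, 0.66 in gcn5 and 1.60 in atxr5/6 gcn5, each against wild type, and -1.42 for the interaction.

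Transposable elements were tested with the same library sizes. Between atxr5/6 and wild type 476 of 1540 TEs were called, 410 higher and 66 lower. With no filter on low counts 750 were called, and with a mean of at least 20 counts 189. AT5TE42135 was at least 162-fold higher in atxr5/6 (18.7 ± 0.310 CPM, adjusted p 1.16e-09), AT5TE42710 at least 167-fold (19.3 ± 0.758 CPM) and AT5TE42440 at least 112-fold (13.0 ± 0.298 CPM), as wild type was at the floor of 3 counts for each. Among lower TEs, AT4TE36750 went from 3.37 ± 0.803 to 1.11 ± 0.00709 CPM (log2 fold change -1.59, SE 0.22, adjusted p 0.000112), AT5TE49725 from 8.81 ± 0.331 to 2.91 ± 0.188 CPM and AT3TE76010 from 13.9 ± 3.92 to 4.13 ± 0.112 CPM. In gcn5 against wild type 304 TEs were called, 219 higher and 85 lower, and in atxr5/6 gcn5 against wild type 598, 456 higher and 142 lower.

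From atxr5/6 to atxr5/6 gcn5, 610 TEs were called, 203 higher and 407 lower. AT4TE09845 went from 25.2 ± 0.268 to 2.89 ± 0.259 CPM (log2 fold change -3.12, SE 0.16, adjusted p 3.74e-07), AT3TE60425 from 18.4 ± 0.839 to 1.71 ± 0.151 CPM and AT4TE16900 from 11.8 ± 0.569 to 1.43 ± 0.213 CPM. AT2TE25440 went from 0.764 ± 0.110 to 12.8 ± 4.90 CPM (log2 fold change 4.04, SE 0.31, adjusted p 2.01e-06), AT5TE29665 from 0.179 ± 0.0219 to 2.40 ± 0.299 CPM and AT3TE30970 from 0.391 ± 0.0945 to 2.85 ± 0.378 CPM. From gcn5 to atxr5/6 gcn5, 195 TEs were called, 173 higher and 22 lower. The interaction was called for 76 TEs, 8 higher and 68 lower.

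The 410 TEs raised in atxr5/6 were followed across genotypes. Wild type was at the floor for 288 of them, and with these set at their bound the median log2 fold change was 2.65 in atxr5/6 and 0.91 in atxr5/6 gcn5 against wild type. In atxr5/6 gcn5, 368 of the 410 (89.8%, 95% Wilson interval 86.4 to 92.3) were lower than in atxr5/6, 299 of them called. The interval treats the TEs as independent, which was not shown, and does not cover the spread between libraries. The median log2 difference was -1.83, or -1.81 with 54 TEs at the floor in atxr5/6 gcn5 set at their bound. Because the TEs were selected on the atxr5/6 libraries, the same steps were run on 20 simulated data sets in which atxr5/6 gcn5 equalled atxr5/6. There, 51.2% to 58.2% were lower and the median was -0.06 to -0.02. Selecting on replicate 1 and reading the difference from replicate 2 gave 86.9% of 413 TEs and a median of -1.65. In atxr5/6 gcn5, 271 of the 410 were still called higher than in wild type, and 168 were called higher than in gcn5. Of the latter, 24 were among the 141 TEs with gcn5 above the floor. In the 122 raised TEs with wild type above the floor, the median log2 fold change against wild type was 1.54 in atxr5/6, 0.43 in gcn5 and 0.75 in atxr5/6 gcn5, and the median from gcn5 to atxr5/6 gcn5 was 0.06. AT2TE00095 and AT3TE58570, taken up again below, are among the 410.

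**Figure D3:**
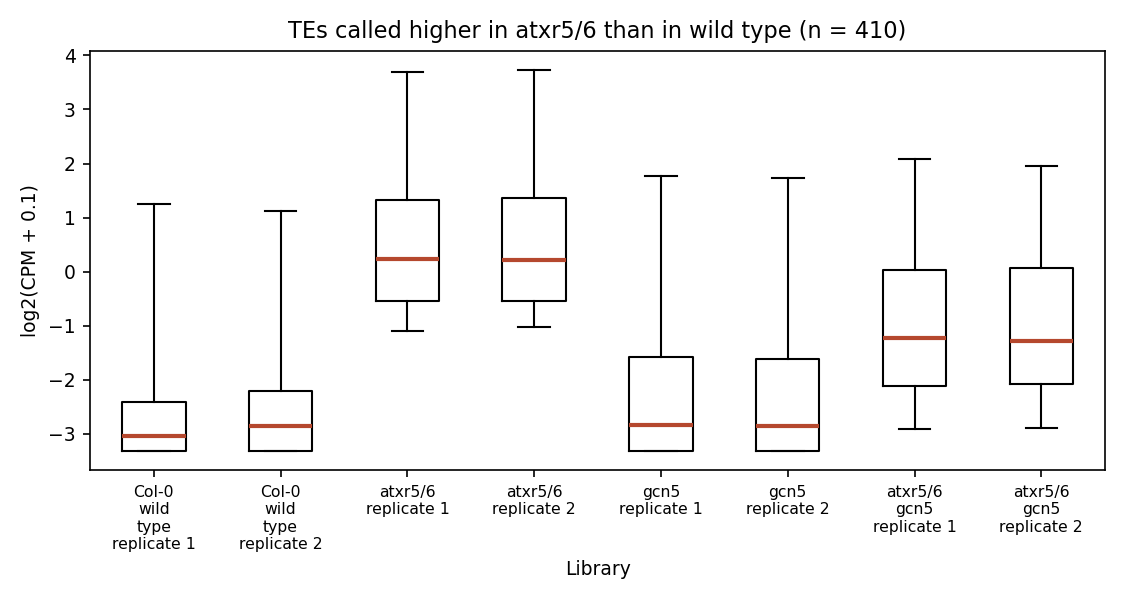
Boxes show log2(CPM + 0.1) of the 410 TEs called higher in atxr5/6 than in wild type, for each of the 8 libraries, with medians in red, box edges at the 25th and 75th percentiles and whiskers at the 5th and 95th percentiles. Library medians were 0.24 and 0.22 in atxr5/6, -1.23 and -1.29 in atxr5/6 gcn5, and -2.83 or lower in gcn5 and wild type.

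The total of the TE table relative to the gene table was 0.282% ± 0.00371 (SD, n = 2) in wild type, 0.396% ± 0.00579 in atxr5/6, 0.347% ± 0.0777 in gcn5 and 0.327% ± 0.0243 in atxr5/6 gcn5. The two-sided exact permutation p was 0.333 for atxr5/6 against wild type, which is the smallest that 2 libraries against 2 allow, and 1 for atxr5/6 gcn5 against gcn5. By this test no difference in the share could pass a threshold of 0.05, whatever its size. Single libraries were at 0.392% and 0.400% in atxr5/6, above the 0.280% and 0.285% in wild type. Without organelle genes in the denominator the shares were 0.659% in wild type, 0.889% in atxr5/6, 0.658% in gcn5 and 0.604% in atxr5/6 gcn5. Leaving out rDNA features as well changed this order, with 0.666%, 0.921%, 0.970% and 0.884%, so the place of gcn5 and atxr5/6 gcn5 relative to wild type depends on the denominator. In gcn5 replicates 1 and 2 the share was 0.292% (95% Wilson interval 0.290 to 0.294) and 0.402% (0.399 to 0.404), and AT2TE00095 and AT3TE58570, singled out after their values were seen, held 15.2% and 18.7% of all TE counts there. Without these TEs, organelle genes and rDNA the shares were 0.665% in wild type, 0.915% in atxr5/6, 0.805% in gcn5 and 0.831% in atxr5/6 gcn5.

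**Figure D4:**
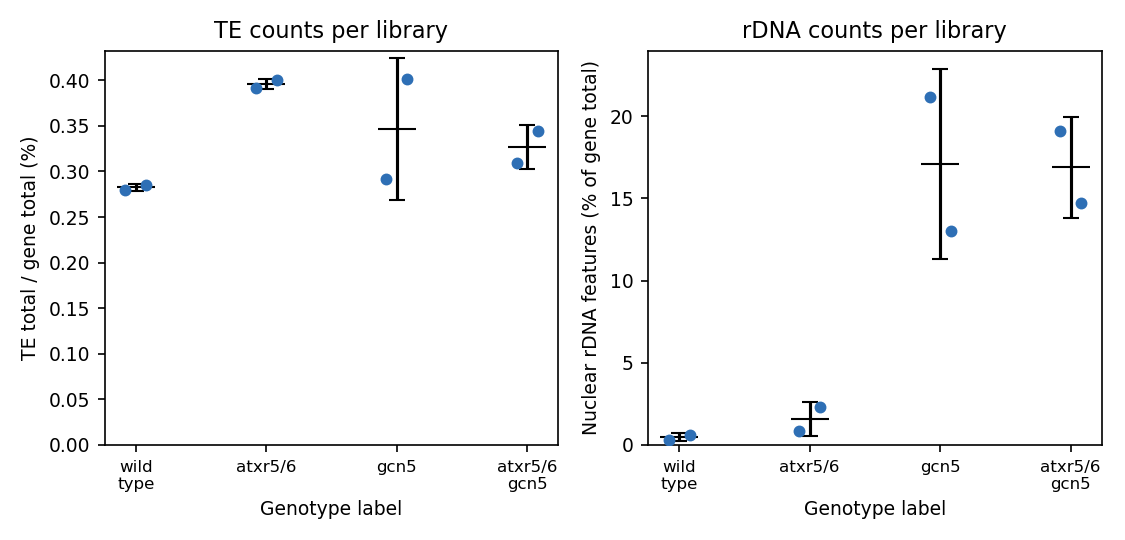
Points are single libraries, horizontal marks are means of 2 libraries and error bars their SD, for the TE total relative to the gene total (left) and for nuclear rDNA features as a share of gene counts (right). The rDNA share was 0.458% in wild type, 1.60% in atxr5/6, 17.1% in gcn5 and 16.9% in atxr5/6 gcn5.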

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

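The tests of scaling, of exchanged libraries and of library batches were chosen after the results they bear on were seen, while those of rRNA carry-over and of dividing cells were chosen before. Setting AT2TE00095 and AT3TE58570 apart was also decided afterwards.

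The change from atxr5/6 to atxr5/6 gcn5 differed from the change from wild type to gcn5 in 92 genes by the interaction test. Of these, 52 were higher with a median of 1.64 and 40 were lower with a median of -1.68 (log2), and 39 and 30 of them were also called in the same direction from atxr5/6 to atxr5/6 gcn5. Scaling is argued against as the cause, since at least 82 of the 92 genes were still called under 3 other scalings. Carry-over of rRNA was examined with the differences between replicates, which vary in rDNA share. If the interaction followed that share, the slope of these differences relative to it would be 1, and it was -0.074 (-0.17 to -0.033 with 1 genotype left out at a time). The 92 genes were selected by a test that favours small differences between replicates, and so a small slope. The slope therefore does not decide on carry-over for them. With the rDNA share as covariate only 5 genes were called, 3 of them among the 92, in a fit where the covariate and the gcn5 label nearly coincide. Exchanged libraries between genotypes with and without atxr5/6 are argued against by ATXR5, whose lowest CPM in wild type or gcn5 was 2.29 times its highest CPM in atxr5/6 or atxr5/6 gcn5. GCN5 counts did not differ between libraries with and without gcn5, so they cannot test an exchange between these. The lowest rDNA share of libraries with gcn5 was 5.58 times the highest of those without. This argues against an exchange of single libraries between them, unless a batch and not the genotype set that share. An exchange of whole genotypes was not tested. An effect of the gcn5 label that depends on atxr5/6 may account for these genes. Carry-over of rRNA stays open, and so does a growth difference of one genotype, since the labels give no growth batch. Whether the higher ATXR6 counts in atxr5/6 gcn5 than in atxr5/6 bear on these genes was not tested.

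The same interaction was called for 76 TEs, 8 higher and 68 lower, with a median of -3.16 over all of them. Of the 68 lower TEs, 60 had been called higher in atxr5/6 against wild type, and 43 were called lower from atxr5/6 to atxr5/6 gcn5. In 31 of the 68 wild type or gcn5 was at the floor, so their fitted values depend on the prior count, and the other 37 had a median of -2.49. Under 4 other scalings of the TE table fitted alone at least 67 of the 76 were still called, which argues against scaling as the cause. With genes and TEs joined in a single fit only 24 were called, none of them higher, although the median of the 76 stayed at -3.16. The same joined sizes with the TE table fitted alone kept 73, so the loss came with the joint fit and not with the sizes, and the number called depends on that choice. AT2TE00095 and AT3TE58570, whose counts may be rRNA sequence, are among the 68 lower TEs. For the other 74 TEs the relative slope on the rDNA share was -0.011 (-0.037 to 0.0071 with 1 genotype left out). They too were selected by a test that favours small differences between replicates, so this slope does not decide on rRNA carry-over. A pooled slope also does not clear single TEs. Other TEs raised in atxr5/6, such as AT2TE00085 and AT2TE00130, likewise had their highest CPM in gcn5. Reads shared between TE copies were not tested, as the counting of such reads is not stated. What stays open is an effect of the gcn5 label that may differ with atxr5/6, rRNA carry-over, or a growth difference of one genotype. The higher ATXR6 counts in atxr5/6 gcn5 than in atxr5/6 were not tested for these TEs either.

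The DNA damage response list had an interaction median of -1.42, with each of its 19 genes below 0. The median nearest 0 under 2 other scalings was -1.40, and the relative slope on the rDNA share was -0.028 (-0.049 to -0.0031). Neither scaling nor rRNA carry-over that follows this share thus accounts for it. Fewer dividing cells in atxr5/6 gcn5 would lower cell division genes alike. A list of 15 such genes had an interaction median of -0.38, with 14 genes lower and none called (fry adjusted p 0.289 over 12 tests). Its median from atxr5/6 to atxr5/6 gcn5 was 0.04, while that of the DNA damage response list was -0.97. Wild-type replicate 2 had the lowest cell division median of all libraries, 2.17 on the log2 CPM scale against 2.75 in replicate 1. A weaker DNA damage response to atxr5/6 in libraries labelled gcn5 is a hypothesis that may explain the list. It was found and tested on the same libraries, and a growth difference of one genotype stays open. ATXR6 was at 0.483 CPM in atxr5/6 gcn5, 0.206 CPM in atxr5/6 and 0.460 CPM in wild type. Its loss is thus not shown in atxr5/6 gcn5, and its bearing on the list was not tested.

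Nuclear rDNA features held 17.1% ± 5.76 (SD, n = 2) of gene counts in gcn5 against 0.458% ± 0.242 in wild type. The single libraries were at 21.2% and 13.0% in gcn5, at 19.1% and 14.7% in atxr5/6 gcn5, and at 0.287% and 0.630% in wild type. The lowest share in gcn5 was 20.7 times the highest in wild type. Incomplete depletion of rRNA in a library batch could give this, and so could more rRNA or rRNA precursor in plants with gcn5. These cannot be told apart, because every library with gcn5 has a high share and the labels name no batch.

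The 7343 genes called in gcn5 against wild type carry the same doubt. The lowest rDNA share of libraries with gcn5 was 5.58 times the highest of those without. A library batch shared by the genotypes with gcn5 and an effect of gcn5 cannot be told apart for these genes, since no fit has both. Carry-over that acts in proportion to the rDNA share would give a relative slope of 1 between replicates, and the slope was -0.032 (-0.13 to 0.066 with 1 genotype left out). These genes were also selected by a test that favours small differences between replicates, so this is only weak evidence against such carry-over. Because GCN5 counts were not lower in these libraries, the counts do not identify the genotype either, and a mutation that leaves the transcript level unchanged may be present (log2 fold change -0.029 with library totals only).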

How the results depend on the processing

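The rDNA covariate, the crossed pairing, TE shares without rDNA and joined sizes with the TE table fitted alone were chosen after seeing the data. Where a value moved, the cause was not tested unless stated.

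With the rDNA share as covariate, genes called numbered 588 in atxr5/6 against wild type (570 of them shared with the 2578), 0 in gcn5 against wild type (2027 at an unadjusted p under 0.05), 0 in atxr5/6 gcn5 against wild type (1976 unadjusted), 13 against atxr5/6, 7 against gcn5 and 5 for the interaction. TEs called numbered 0 in gcn5 against wild type (98 unadjusted), 25 in atxr5/6 gcn5 against wild type, 5 against atxr5/6 and 9 for the interaction. This fit separates gcn5 from the rDNA share only through differences between replicates, which by construction leaves little power for gcn5. With it ATXR5 was at -0.80 in gcn5, -4.10 in atxr5/6 gcn5 against wild type and -2.07 against atxr5/6 (log2 fold changes), none called, with adjusted p of 0.753, 0.401 and 0.326. ATXR6 was at -0.48 in atxr5/6 gcn5 against wild type and 0.83 against atxr5/6. HAG1 was at -0.018 in atxr5/6, -0.21 in gcn5 and -0.11 in atxr5/6 gcn5 against wild type, and -0.092 in atxr5/6 gcn5 against atxr5/6. AT3G27630 turned to -0.042 in gcn5 against wild type.

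With library totals only, genes called numbered 4836 in gcn5 and 4889 in atxr5/6 gcn5 against wild type, 4387 in atxr5/6 gcn5 against atxr5/6, 131 against gcn5 (17 of the 18 among them) and 707 for the interaction (82 of the 92 among them). The share called higher was 27.8% in place of 48.2% in gcn5, 36.3% in place of 47.7% in atxr5/6 gcn5 against wild type, 30.6% in place of 50.1% against atxr5/6, 51.9% in place of 88.9% against gcn5, and 74.5% in place of 56.5% for the interaction. The median of all genes moved by -0.10 in gcn5, so the even split of higher and lower genes depends on the scaling. ATXR5 in gcn5 was at -0.79 (adjusted p 0.0603), ATXR6 in atxr5/6 gcn5 against atxr5/6 at 1.11, and HAG1 in gcn5 at -0.029. TMM within the TE table gave 55.5% higher TEs in place of 72.0% in gcn5 and 64.4% in place of 76.3% in atxr5/6 gcn5 against wild type, as it moved the median of all TEs by -0.21 and -0.25. With it 92.7% of raised TEs were lower in atxr5/6 gcn5 than in atxr5/6, with a median of -2.05. TMM over genes and TEs joined left 24 TEs in the interaction, all lower, while joined sizes with the TE table fitted alone left 73. With RLE size factors and without organelle genes HAG1 had an interaction of -0.014 and -0.025. The TE share without organelle genes in the denominator was 0.659%, 0.889%, 0.658% and 0.604% in wild type, atxr5/6, gcn5 and atxr5/6 gcn5. Without organelle genes and rDNA it was 0.666%, 0.921%, 0.970% and 0.884%, and also without AT2TE00095 and AT3TE58570 0.665%, 0.915%, 0.805% and 0.831%.

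With DESeq2, 4585 genes were called in atxr5/6 gcn5 against atxr5/6 (37.9% higher), 53 against gcn5 (52.8% higher) and 531 for the interaction (91 of the 92 among them), and 362 and 117 TEs in atxr5/6 gcn5 against atxr5/6 and gcn5. TEs called in both atxr5/6 and gcn5 numbered 50. ATXR5 in gcn5 was at -0.70 (adjusted p 0.179), ATXR6 in atxr5/6 gcn5 against atxr5/6 at 1.17 and the HAG1 interaction at -0.022. With no filter on low counts, 61 genes were called in atxr5/6 gcn5 against gcn5 (60.7% higher), 989 for the interaction, and 750 TEs in atxr5/6 (436 of the 476 among them), with ATXR6 in atxr5/6 gcn5 against atxr5/6 at 1.20. With a mean of at least 20 counts, TEs called numbered 189 in atxr5/6, 186 in gcn5 and 305 in atxr5/6 gcn5 against wild type, 286 in atxr5/6 gcn5 against atxr5/6 and 95 against gcn5, as fewer TEs were tested. With only the 2 genotypes compared, 4289 genes were called in atxr5/6 gcn5 against wild type and 0 against gcn5 (814 unadjusted), and 116 TEs against gcn5. ATXR5 in atxr5/6 gcn5 against gcn5 was then at -3.30 (adjusted p 0.189) and ATXR6 against atxr5/6 at 1.16, with fewer libraries for the spread. An absolute log2 fold change of at least 1 left 1036 genes in atxr5/6, 2639 in gcn5 (33.5% higher), 2782 in atxr5/6 gcn5 against wild type (34.8% higher) and 2395 against atxr5/6 (35.7% higher), 434 genes in both atxr5/6 and gcn5, and a raised-TE median of -1.94. Selection on replicate 1 gave a raised-TE median of -1.65.

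Replicate numbers did not pair the libraries, as correlations of replicate differences between genotypes ran from -0.17 to 0.18. With a replicate block 7 genes were called in atxr5/6 gcn5 against gcn5 and 31 for the interaction (29 of the 92 among them), and the other totals of called genes and TEs stayed within 1.5 times, although TEs called higher in the interaction numbered 13 in place of 8. For wild type and atxr5/6 gcn5 alone, a replicate block gave 2998 genes and the crossed pairing 5991.

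Leaving out 1 library at a time changed the direction of none of the called genes (2578, 7343, 7651, 7179, 18 and 92) or TEs (476, 304, 598, 610, 195 and 76). This looks at sign alone in features already called, so it does not show how many calls rest on 1 library. The DNA damage response list median ran from 2.35 to 2.71 in atxr5/6, from 0.55 to 0.88 in gcn5 and from 1.40 to 1.88 in atxr5/6 gcn5 against wild type, from -1.06 to -0.90 in atxr5/6 gcn5 against atxr5/6, from 0.88 to 1.02 against gcn5, and from -1.78 to -1.41 for the interaction. In all 6 comparisons the list kept its direction and its side of the threshold under RLE, library totals, the block, the rDNA covariate and camera. The TE share ran from 0.280% to 0.285% in wild type, 0.392% to 0.400% in atxr5/6, 0.292% to 0.402% in gcn5 and 0.310% to 0.344% in atxr5/6 gcn5. The share of raised TEs lower in atxr5/6 gcn5 ran from 88.8% to 89.8% and their median from -1.86 to -1.76. ATXR5 ran from -2.05 to -1.92 in atxr5/6. ATXR6 ran from -1.21 to -1.08 in atxr5/6, 0.66 to 0.95 in gcn5 and -0.28 to 0.35 in atxr5/6 gcn5 against wild type, where leaving out atxr5/6 gcn5 replicate 1 turned it. HAG1 ran from -0.045 to 0.26 in atxr5/6, -0.10 to 0.26 in gcn5 and -0.0013 to 0.37 in atxr5/6 gcn5 against wild type, -0.080 to 0.26 in atxr5/6 gcn5 against atxr5/6, -0.079 to 0.26 against gcn5, and -0.16 to 0.18 for the interaction. ATXR6 and HAG1 thus have no stable direction where their fold change is near 0, and the 6 to 22 counts per library limit ATXR6.

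Of 603 further values for single named genes and TEs, 551 kept their direction and side of the threshold, 45 were no longer called, 6 became called and 1 reversed. The rDNA share as covariate gave 32 of the 45 lost calls and the 1 reversal. Several of the other settings differ little from the main fit, so the total is no measure of robustness.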

Other observations

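The tests of the same factor of gcn5 in any background, of shared wild-type libraries with independent effects, of AT2TE00095 and AT3TE58570, and of chance and single libraries for the salicylic acid list in gcn5 were chosen after the results were seen.

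The lower level of raised TEs in atxr5/6 gcn5 is not explained by their selection on the atxr5/6 libraries, as at most 58.2% were lower in simulations against 89.8% observed. Where wild type was above the floor, a lowering by gcn5 of the same factor in any background is argued against. Of 120 such TEs, without AT2TE00095 and AT3TE58570, 80 had a lower interaction at an unadjusted p under 0.05, against 6 to 23 in 20 simulated data sets with the same factor. These simulations raised 151 to 205 TEs in place of 120. For the 288 raised TEs at the floor in wild type no decrease in gcn5 can be seen, so the same factor and a factor that depends on atxr5/6 cannot be told apart there. A dependence of the raised TEs on the gcn5 label may remain as a hypothesis, for which the ATXR6 counts of atxr5/6 gcn5 were not tested.

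Of the genes called in both atxr5/6 and gcn5 against wild type, 80.9% changed in the same direction. Shared wild-type libraries with independent effects gave at most 58.1% in simulations, so they do not account for this share. Common targets, a shared growth difference or rRNA carry-over may account for it, and none of these was tested. The mean rDNA share was above the 0.458% of wild type in both mutants, at 1.60% in atxr5/6 and 17.1% in gcn5.

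TEs raised in atxr5/6 lay near each other in identifier order. Neighbouring tested TEs were both raised in 247 pairs, against a mean of 109 and at most 142 in 10000 permutations. At a lag of 10 tested TEs there were still 227 pairs, against a mean of 106 and at most 136 (p 0.0001 at both lags, the smallest 10000 permutations can give), and at a lag of 50 there were 108 against a mean of 91.5 (p 0.0154). Identifier order is taken as given, and positions were not used. Reads shared between TEs could also give such pairs, since 4 pairs of tested TEs had identical counts in all 8 libraries. Only the pairs AT1TE47280 with AT1TE47500 and AT1TE50115 with AT1TE50560 held raised TEs, 2 and 1 places apart in this order. Identical counts thus account for few of the 247 raised pairs, while reads shared in part would not show in this way. Shared reads and regional clustering cannot be told apart, because the counting of reads with several matches is not stated. Regional clustering remains a hypothesis that may deserve coordinates.

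AT2TE00095 and AT3TE58570 rose in gcn5 against wild type by log2 fold changes of 6.54 (SE 0.47, edgeR adjusted p 4.20e-06) and 6.43 (SE 0.42, adjusted p 3.31e-06). Per 1000 rDNA counts their joint counts were 1.53 and 1.55 in wild type, 1.97 and 1.59 in atxr5/6, 2.10 and 5.76 in gcn5, and 0.973 and 1.40 in atxr5/6 gcn5. The ratio of the highest to the lowest genotype mean was 3.32. It was 1.77 without gcn5 replicate 2, 4.86 without gcn5 replicate 1, 2.81 and 4.04 without atxr5/6 gcn5 replicates 1 and 2, and 3.32 with each of the other libraries left out in turn. Counts that only follow rDNA would give a ratio near 1, and the spread between the gcn5 replicates leaves open whether these do. Their increase may be rRNA sequence counted on these TEs, wholly or in part, or their own transcripts, which cannot be told apart here. Both also belong to the 410 TEs raised in atxr5/6 and to the 76 called in the interaction, and both were called higher from atxr5/6 to atxr5/6 gcn5. Without both, the TE share was 0.248% and 0.327% in gcn5 replicates 1 and 2.

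A list of 20 salicylic acid response genes was written after WRKY54, AT5G03350, PCC1 and AT3G22235 had been named, and leaves them out. Its 18 tested genes are thus expressed in these leaves. In gcn5 against wild type all 18 were higher, with a median of 1.95 and 14 called (fry adjusted p 0.00518 over 12 tests). The median was 1.94 in atxr5/6 gcn5 against wild type and 2.12 against atxr5/6, where PR1 (AT2G14610) rose by 4.17 (log2, edgeR adjusted p 6.87e-05), and 0.21 against gcn5. The gcn5 median was at percentile 100 of 10000 random lists matched on expression. Genes of the random lists were drawn separately, and the theme came from these same libraries, so this percentile cannot exclude chance. With 1 library left out the gcn5 median nearest 0 was 1.78, so a single library does not account for it. Its relative slope on the rDNA share was 0.017 (-0.063 to 0.096), which argues against rRNA carry-over. Higher salicylic acid response in libraries labelled gcn5 may be an effect of gcn5, or of infection or growth conditions shared by these plants, which the labels do not separate.

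In atxr5/6 against wild type the same list had a median of -0.16 (fry adjusted p 0.676), although PCC1 and AT3G22235 were lower. This median was at percentile 4.41 of random lists and was 0.088 without wild-type replicate 2, so chance or a single library may account for it. The list's interaction median was 0.38 (fry adjusted p 0.449). The list of 15 cell division genes had medians of 0.33 in atxr5/6, 0.42 in gcn5 and 0.36 in atxr5/6 gcn5 against wild type, with fry adjusted p of 0.176, 0.120 and 0.120.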
